A study of Danio rerio with 16 samples.

How the data were processed

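Hindbrains of zebrafish carrying the isl1:kaede transgene, in which regulatory sequence of the LIM homeodomain gene isl1 drives the fluorescent protein Kaede, were dissected and dissociated, and Kaede-positive cells were sorted by flow cytometry, per the labels' protocols. Single-cell RNA sequencing libraries were made with the 10x Genomics 3′ v3 chemistry. There were 9 libraries at 4 ages, with 2 libraries at 28 hours post fertilization (28hpf), 2 at 48hpf, 3 at 72hpf and 2 at 6 days post fertilization (6dpf). The ages are those of the sample titles. The protocol text of the same labels gives an earlier first age, and which of them is exact was not settled. Each of the 9 matrices belonged to 1 biological replicate and was treated as 1 library. At 6dpf the replicate numbers follow the order of the matrices, and the labels do not settle which of them is which biological replicate.

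The deposited matrices hold raw UMI counts per gene and barcode. Per the file headers they were written by Cell Ranger 7.0.0, except the 6dpf matrices, which were written by Cell Ranger 7.1.0, so the software version cannot be separated from that age. The genome build and the annotation behind the counts are not given in the sources used here. Each matrix had 25433 features, among them the kaede transcript and 13 mitochondrial genes. Gene symbols came with the matrices, and 517 symbols that sat on more than 1 feature were kept apart by their gene identifiers. No genome was used, so no coordinates are given. 77495 barcodes were present, with 449428539 UMIs in all.

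Barcodes with at least 1000 UMIs, at least 500 genes and at most 10% mitochondrial UMIs were kept, which left 61274. Doublets were scored per library with scrublet in scanpy 1.11.5. Its automatic threshold marked between 0% and 0.600% of the barcodes of a library and was judged not to have worked. The highest-scoring barcodes were therefore called at an expected rate of 0.8% per 1000 barcodes, which gave 6256 calls, and 55018 cells remained. Because 72hpf replicate 1 had far more barcodes than any other library, 18.8% of its barcodes were called at this rate.

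Cells were clustered separately at each age on 2000 variable genes, 30 principal components and 20 neighbours with the Leiden method (igraph 0.11.9, resolution 4), and doublet calls were removed afterwards. The variable genes were chosen without kaede, mitochondrial genes or ribosomal protein genes. A cluster was called by the cell type with the most markers raised, from marker lists for 20 cell types fixed before the data were examined. A marker counted as raised at 10 CPM (counts scaled to the library size) or more and a log2 ratio of at least 1 over the other cells of its age. Clusters stayed unnamed with fewer than 3 raised markers, or where their 10 leading genes held more markers of another type. For the cranial-motor-neuron-like class, 3 further limits were set after the clusters had been seen. They were raised isl1, a marker among the 10 leading genes, and a median UMI count of no more than 3 times that of the libraries. The clustering itself was also changed after seeing cluster markers: a joint clustering of all ages was left because it mixed 28hpf motor neurons with other cells, and lower resolutions were tried before resolution 4. No comparison of ages or gates on the final class had been run by then. The class held 1693 cells in 7 of 211 clusters, of which 144 were named.

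The class had clusters 23 and 28 at 28hpf, 7, 18 and 40 at 48hpf, 29 at 72hpf and 27 at 6dpf. The genes leading these clusters, which include cxcr4b, gata2b, ptgir, npffr1l2, hoxc6b and several cholinergic genes, define the class at one age and not at another. Their values are therefore given with that limit or left out. Kaede leads some of these clusters too, but it was used neither to cluster cells nor to name clusters. The heat-shock gene hsp70l was among the 10 leading genes of cluster 23 at 28hpf and of cluster 18 at 48hpf.

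Counts were summed per library over the cells of the class. Ages were compared with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood test, TMM scaling, filterByExpr), with all 9 libraries in 1 fit and no block. P-values were adjusted by the Benjamini-Hochberg method, and calls were made at a false discovery rate (FDR) under 0.05. Scaled CPM use the TMM-scaled library size. Shares of cells were compared across the 4 ages with an exact permutation test of the between-age sum of squares over all 7560 arrangements. That test is two-sided by construction. No pair of ages was tested on shares, since neither 2 libraries against 2 nor 3 against 2 can pass 0.05 in such a permutation test. Confidence intervals of shares are exact binomial (Clopper-Pearson, 95%). A count of 0 was bounded with 3 counts, taken over the whole age group for genes and over 1 library for shares. Bounds and ratios of genes with 0 to 3 counts in an age use the TMM-scaled totals of the ages. Intervals and floors cover counting error only.

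Cells of the class were placed in 3 Hox gates fixed beforehand. The caudal gate needed at least 1 UMI of hoxa5a, hoxb5a, hoxb5b or hoxc5a and none of hoxb1a. The gate for rhombomere 4 (r4) needed hoxb1a and none of those group 5 genes. The rostral gate needed hoxa2b or hoxb2a, and neither hoxb1a nor a Hox gene of groups 3 to 6. Shares were compared after each cell was thinned to 2000 UMIs, a number chosen after the depths had been seen. Blood-like, muscle-like, epidermis-like and retina-like or pineal-like cells served as the background. Gene tests between gates, with library as a block and Hox genes left out, were to use libraries with at least 20 cells in both gates.

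Named genes followed a rule fixed before the data were examined: the 4 largest rises and 4 largest falls in log2 fold change among genes with an FDR under 0.05, a mean of at least 20 CPM in the higher group and no overlap between groups. For gates, every within-library difference had to share a sign. Mitochondrial genes were left out, and in gate comparisons Hox genes too. The class markers, the Hox genes of the gates, kaede and up to 4 called members of each gene list per comparison were named besides. The 5 gene lists were cholinergic (8 genes), motor neuron transcription factors (18), axon guidance receptors (26), synaptic vesicle and release (16) and axon growth (16). Of these genes isl1a, epha5 and dcx had no feature. Lists were tested with camera at a preset correlation of 0.01, and with fry and camera at an estimated correlation, in limma 3.58.1. Further lists served as checks: 14 heat-shock and immediate-early genes, 24 non-neural markers, 7 muscle transcripts and 7 inhibitory-neuron markers. Cells with at least 10 kaede UMIs were counted among the background types and among the other cells outside the class. They were compared as a Mantel-Haenszel odds ratio over strata of library and depth.

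Alternatives covered RLE size factors, DESeq2 1.42.0, no low-count filter, other cell filters, doublet calls kept, a per-cell marker gate, all kept cells, thinned counts, fits to the libraries of 2 ages, the replicate number as a block and each library left out in turn. The marker gate took any cell with at least 2 fixed motor neuron markers, 1 of them isl1, phox2a, phox2bb or tbx20. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 was used.

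The gene tests of ages and gates were checked on simulated counts drawn from the real means and library sizes. Of 200 genes changed by a log2 fold of 2, the age test recovered 95.5% from 28hpf to 48hpf (11480 genes, 8 false calls). The same test recovered 92.5% from 48hpf to 72hpf (11520 genes, 12 false calls) and 53% from 72hpf to 6dpf (11520 genes, 2 false calls). The gate test recovered 196 of 196 changed genes with 16 false calls among 8180 genes. The test of gate differences by age recovered 174 of 197 genes changed at 48hpf alone, with 14 false calls among 8148 genes. The permutation test of shares was run on simulated normal values. It fell under 0.05 in 5.0% of 100 unchanged sets, in 42.0% of 100 sets shifted by 1 SD per age and in 97.0% of 100 shifted by 2 SD. The odds ratio of kaede cells was not simulated.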

Results

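The series profiled single cells from Kaede-sorted hindbrains of isl1:kaede zebrafish at 4 ages, to follow the expression programs of cranial motor neurons, the hindbrain neurons that innervate muscles and glands of the head. Between 1616 and 33013 barcodes were present per library. The total per library was 93995672 and 84145583 UMIs at 28hpf, 56116140 and 36872610 at 48hpf, 66671916, 16684241 and 69171125 at 72hpf, and 12942647 and 12828605 at 6dpf. After filtering, 5488 and 4687 cells remained at 28hpf, 7542 and 4281 at 48hpf, 19066, 3266 and 8035 at 72hpf, and 1319 and 1334 at 6dpf. Their median depth ranged from 1643 UMIs per cell in 72hpf replicate 1 to 9677 in 28hpf replicate 2. All replicate pairs of an age differed by more than sampling noise, with a chi-square per degree of freedom between 3.81 and 264, so each library counted as 1 replicate.

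The first question was what part of the sorted cells was cranial-motor-neuron-like. The sort itself set the population on which these shares were taken. The class held 4.05% ± 0.131 of the cells at 28hpf (SD, n = 2; clusters 23 and 28) and 6.12% ± 0.698 at 48hpf (SD, n = 2; clusters 7, 18 and 40). It held 2.45% ± 2.47 at 72hpf (SD, n = 3; cluster 29) and 2.00% ± 0.283 at 6dpf (SD, n = 2; cluster 27). The 72hpf libraries were far apart, at 0.0629% (95% interval 0.0325% to 0.110%, 12 cells), 2.30% (1.81% to 2.87%, 75 cells) and 5.00% (4.54% to 5.50%, 402 cells). Across the 4 ages the difference did not pass 0.05 (exact permutation test, p = 0.145). The alternative that moved this result most in proportion was the per-cell marker gate, which held 21.1%, 20.5%, 15.8% and 3.85% of the cells at the 4 ages in order (exact permutation p = 0.0246). Without 72hpf replicate 3 the exact permutation p was 0.0286. Clusters with the most markers of the class that were left out of it held 7.56% and 7.23% of the cells at 28hpf, and 1.91% and 1.03% at 48hpf. At 72hpf they held 0.986%, 0.0306% and 1.07%, and at 6dpf 0.986% and 1.80%. In both libraries these clusters thus held more cells than the class at 28hpf and fewer at 48hpf. With them added to the class, the share was larger at 28hpf than at 48hpf, the reverse of the class alone. At 28hpf 1 of these clusters held 413 cells with a median of 56835 UMIs. Keeping it in the class gave an exact permutation p of 0.0460.

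**Figure D1:**
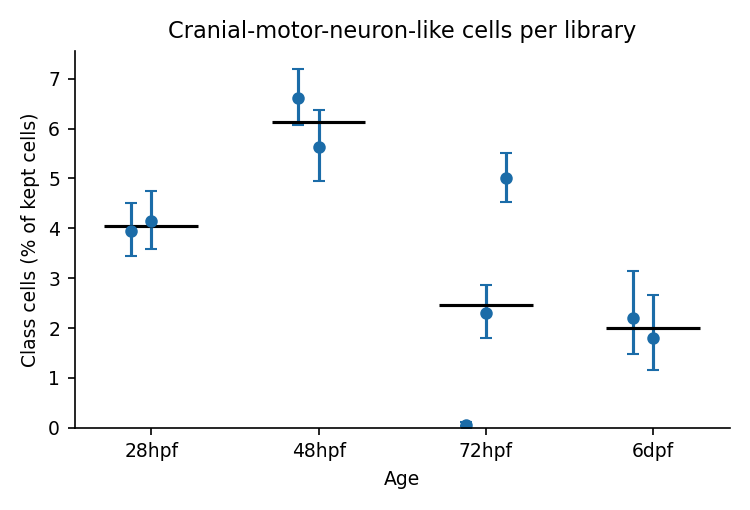
Share of cranial-motor-neuron-like cells among kept cells (percent) in each of the 9 libraries by age, with exact 95% binomial intervals as bars and the mean of each age as a horizontal line. The 3 libraries at 72hpf lie between 0.0629% and 5.00%, a range that takes in both libraries at 28hpf and 6dpf.

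The kaede transcript, which reports the transgene used for the sort, was followed within the class. It made up 56210 ± 3426 scaled CPM at 28hpf (SD, n = 2), 20950 ± 982 at 48hpf (SD, n = 2), 2499 ± 1308 at 72hpf (SD, n = 3) and 436 ± 317 at 6dpf (SD, n = 2). The change from 28hpf to 48hpf did not pass the threshold (log2 fold change −1.42, SE 0.58, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, FDR 0.0891). It passed under 8 of 22 alternatives, such as RLE size factors (edgeR FDR 0.0484) and the fit to the libraries of the 2 ages (edgeR FDR 1.6e-05). With the high-UMI cluster kept its sign changed to 0.30. The fall from 48hpf to 72hpf was −3.06 (SE 0.53, edgeR FDR 4.4e-05) and that from 72hpf to 6dpf was −2.51 (SE 0.59, edgeR FDR 0.0136). The last call was lost without 72hpf replicate 1 and without 6dpf replicate 1. Kaede leads some of the clusters of the class at 28hpf and 48hpf, although it was used neither to cluster cells nor to name clusters. It was therefore also read over all barcodes of each library, with those that failed the filters and the doublet calls included. There it went from 4483 ± 130 CPM at 28hpf (SD, n = 2) to 1953 ± 45.8 (n = 2), 288 ± 124 (n = 3) and 40.6 ± 8.98 (n = 2) at the later ages.

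Of the transcription factors that mark the class, isl1 had 709 ± 118 scaled CPM at 28hpf (SD, n = 2), 915 ± 105 at 48hpf (n = 2), 317 ± 213 at 72hpf (n = 3) and 144 ± 31.2 at 6dpf (n = 2). From 48hpf to 72hpf isl1, phox2bb and tbx20 were lower, by log2 fold changes of −1.36, −1.63 and −1.26 with edgeR FDRs of 0.0309, 0.0115 and 0.0371. Of 22 alternatives 11, 4 and 10 lost these calls in that order. All 3 were lost without 48hpf replicate 1 (−1.50, −1.72 and −1.15), 48hpf replicate 2 (−1.28, −1.59 and −1.42) or 72hpf replicate 1 (−1.01, −1.25 and −1.002). Without 28hpf replicate 1 isl1 (−1.40) and tbx20 (−1.29) lost theirs, and without 28hpf replicate 2 tbx20 (−1.29). Neither phox2a (−0.94, edgeR FDR 0.174) nor isl2a (−1.06, edgeR FDR 0.123) passed over that interval, and none of these 5 genes passed in the other intervals. The filament gene prph did not pass in any interval. Because isl1, phox2bb, tbx20, isl2a and prph are among the leading genes of clusters of the class, their levels are not independent of how it was made.

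**Figure D2:**
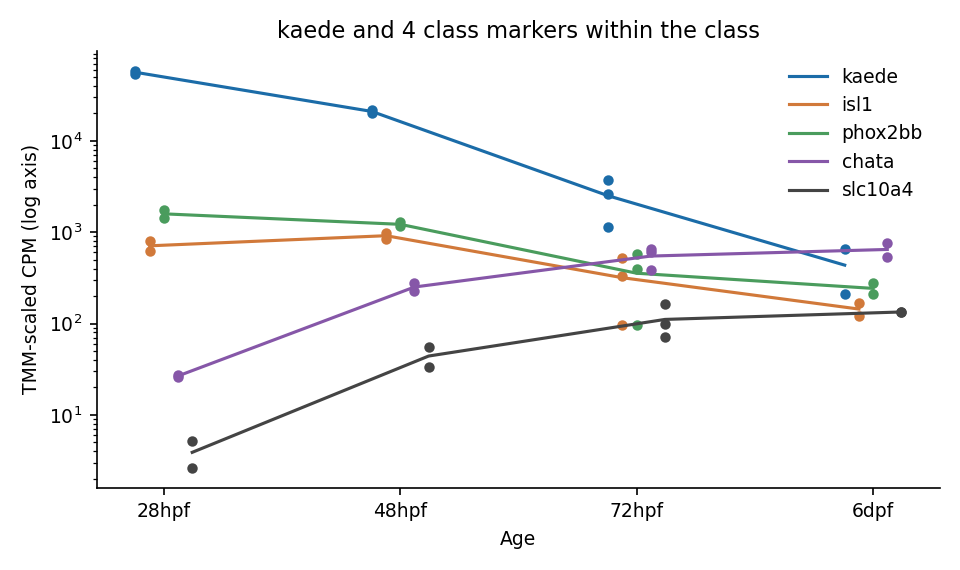
Scaled CPM (log axis) of kaede, isl1, phox2bb, chata and slc10a4 in the class, with a point per library and lines through the means of each age. The mean of kaede falls from 56210 at 28hpf to 436 at 6dpf while that of chata rises from 26.7 to 647.

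Genes were then compared between adjacent ages, to see how expression in the class changed as the neurons developed. The class summed to 4310320 UMIs at 28hpf, 4058526 at 48hpf, 2520331 at 72hpf and 313372 at 6dpf. Among the libraries at 72hpf these totals were 24323, 176005 and 2320003, so that age rested mostly on replicate 3 in depth. Of 12579 genes tested, 5347 differed across the 4 ages at an edgeR FDR under 0.05. From 28hpf to 48hpf there were 1983 (897 higher and 1086 lower at 48hpf), from 48hpf to 72hpf 1709 (940 and 769), and from 72hpf to 6dpf 147 (112 and 35). The alternative that moved the first count most in proportion was thinning every library to the smallest, which left 617 genes for testing and 59 calls. Leaving out 1 of the libraries lowered the count from 28hpf to 48hpf to 964 (28hpf replicate 1), 1097 (28hpf replicate 2) or 886 (48hpf replicate 1). The count from 48hpf to 72hpf was 842 without 48hpf replicate 1 and 479 without replicate 2. The count from 72hpf to 6dpf was 53 without 72hpf replicate 1, 49 without 72hpf replicate 3 and 83 without 6dpf replicate 1. With RLE size factors the median log2 fold change of all genes moved from −0.14 to −0.02 between 48hpf and 72hpf and from −0.10 to 0.06 between 72hpf and 6dpf. The part of the calls that was higher at 72hpf than at 48hpf then went from 55.0% to 64.8%, and with DESeq2 it was 66.0%.

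Between 28hpf and 48hpf, 624 rises and 855 falls were eligible for naming. They had an FDR under 0.05, a mean of at least 20 CPM in the higher group and libraries that did not overlap. The titin gene ttn.2 (ENSDARG00000028213) had no UMI at 28hpf and 162 at 48hpf, at 70.7 and 10.3 scaled CPM in the 2 libraries, and was at least 45.1-fold higher (edgeR FDR 9.5e-08). The neuropeptide gene vipb (ENSDARG00000079443) went from no UMI to 77 and was at least 21.4-fold higher (edgeR FDR 3.8e-04), but its libraries were at 1.9 and 54 scaled CPM, and the call was lost without 48hpf replicate 2 and with DESeq2. The transcription factor gene bcl11ba (ENSDARG00000062510) rose from 1.72 ± 0.350 to 332 ± 11.1 scaled CPM (SD, n = 2 at each age), a log2 fold change of 7.48 (SE 0.64, edgeR FDR 3.6e-12). The uncharacterized locus ENSDARG00000116556 had 1 UMI at 28hpf and 206 at 48hpf, a ratio of 172 (counting interval 30.5 to 6829, edgeR FDR 6.0e-10). Among the falls, fstl1a (ENSDARG00000015559) went from 470 ± 99.4 to 1.46 ± 0.0325 scaled CPM (SD, n = 2), a log2 fold change of −8.22 (SE 0.61, edgeR FDR 5.2e-14), and prtgb (ENSDARG00000040442) went from 516 ± 117 to 7.41 ± 1.02, a change of −6.12 (SE 0.53, edgeR FDR 5.3e-12). The gene wfikkn1 (ENSDARG00000101364) went from 76 UMIs to none and was at least 30.3-fold lower (edgeR FDR 1.3e-07). Over all cells the calls of both ttn.2 and vipb were lost. The rule also selected gata2b, which leads cluster 28 of the class at 28hpf and is not given as a result.

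Between 48hpf and 72hpf, 504 rises and 668 falls were eligible for naming by the same limits. The gene atp1b1b (ENSDARG00000076833), for a subunit of the sodium-potassium pump, rose from 3.63 ± 0.948 (SD, n = 2) to 156 ± 16.7 scaled CPM (SD, n = 3), a log2 fold change of 5.28 (SE 0.55, edgeR FDR 3.5e-09). For 3 uncharacterized loci the ratio rested on few UMIs at 48hpf. It was 65.0 for CABZ01072077.1 (ENSDARG00000108535; 2 against 99 UMIs, counting interval 17.5 to 545, edgeR FDR 2.3e-08), 28.5 for CABZ01074130.1 (ENSDARG00000105274; 3 against 65, interval 9.32 to 142, edgeR FDR 1.8e-05) and 62.6 for si:dkey-33c12.3 (ENSDARG00000057881; 3 against 143, interval 21.0 to 307, edgeR FDR 2.5e-08). Of the falls, gbx1 (ENSDARG00000071418) went from 58.6 ± 17.4 (SD, n = 2) to 2.16 ± 2.43 scaled CPM (SD, n = 3), a log2 fold change of −4.82 (SE 0.60, edgeR FDR 1.6e-07). The gene her15.2 (ENSDARG00000054560) went from 47.2 ± 39.8 to 0.843 ± 1.46, a change of −4.31 (SE 0.76, edgeR FDR 6.0e-05). That call was lost without 72hpf replicate 3 and with the marker gate, and her15.2 has a near-identical copy, her15.1, with which it may have split its counts. Among the rises, CABZ01074130.1 stood at 311, 57.5 and 16.9 scaled CPM in the 72hpf libraries, and its call was lost with the marker gate. That of atp1b1b was lost over all cells. The rule also selected hoxc6b and cxcr4b, which lead clusters of the class at 48hpf and are not given as results.

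Between 72hpf and 6dpf, 97 rises and 24 falls were eligible for naming by the same limits. The 4 largest rises rested on between 10 and 14 UMIs at 6dpf. The gene si:dkey-19a16.7 (ENSDARG00000071644) went from 0 to 13 UMIs and was at least 31.0-fold higher (edgeR FDR 5.4e-04). The ratios were 100 for fdx1b (ENSDARG00000038956; 1 against 14 UMIs, counting interval 15.3 to 4238), 93.1 for zgc:171490 (ENSDARG00000071643; 1 against 13, interval 13.98 to 3955) and 71.6 for ttll10 (ENSDARG00000090472; 1 against 10, interval 10.2 to 3107), with edgeR FDRs of 4.9e-04, 6.3e-04 and 0.00360. All 4 calls were lost without 72hpf replicate 3 and with the replicate number as a block, and that of ttll10 also with the marker gate and over all cells. Since no other age had a replicate 3, the block too takes 72hpf replicate 3 out of the contrast. The genes si:dkey-19a16.7 and zgc:171490 have consecutive identifiers and may share reads. The largest falls were col2a1a (ENSDARG00000069093; 315 UMIs at 72hpf), col1a1a (ENSDARG00000012405; 212), hand2 (ENSDARG00000008305; 200) and col11a1a (ENSDARG00000026165; 108), none of which had a UMI at 6dpf. They were at least 14.7-fold, 9.87-fold, 9.31-fold and 5.03-fold lower, with edgeR FDRs of 3.1e-05, 3.7e-04, 5.9e-04 and 0.00366. Over 72hpf replicates 2 and 3, which had at least 20 cells of the class, the class held the 3 collagen genes at 8.33%, 6.97% and 6.49% of their level in the other cells, within the range of 0% to 21.9% of 24 other non-neural markers. In replicate 1, with 12 cells, it held them at 32.6%, 37.9% and 13.98%, on 32, 24 and 4 UMIs. For hand2, 72hpf replicate 2 was at 369 scaled CPM and the others at 47.8 and 51, and the call was lost without 72hpf replicate 1. That of col11a1a was lost without 6dpf replicate 2.

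Gene lists fixed beforehand were tested over the same intervals, 15 tests in all, of which 7 had a camera FDR under 0.05. None held under fry (lowest FDR 0.0543, 4 tests at an unadjusted p under 0.05) or with an estimated correlation in camera (lowest FDR 0.556, 1 test at an unadjusted p under 0.05). The cholinergic list rose from 28hpf to 48hpf (camera FDR 7.7e-05), with a median log2 fold change of 1.84 over 7 tested genes, all of them higher. Of these 5 passed the edgeR FDR over all genes and 6 adjusted over the list alone. It rose again from 48hpf to 72hpf (camera FDR 0.00204, median 1.17), with 3 calls over all genes and 5 adjusted over the list alone. The list shares chata, slc18a3a, slc5a7a and slc10a4 with the markers that name the class, and several of them lead its clusters at 72hpf and 6dpf, so these rises are not independent of how the class was made. With the marker gate the list's median was −0.16 from 48hpf to 72hpf. Of its members, chata went from 26.7 ± 1.25 to 251 ± 33.2 scaled CPM between 28hpf and 48hpf (SD, n = 2), a log2 fold change of 3.23 (SE 0.50, edgeR FDR 2.1e-06), and slc10a4 rose by 3.50 (SE 0.51, edgeR FDR 8.5e-07). Over the same interval slc18a3a rose by 1.84 (SE 0.46, edgeR FDR 0.00292), a call lost under 4 alternatives, 1 of them without 28hpf replicate 1 (1.46). The member slc18a3b was also called in both intervals, but it leads cluster 29 of the class at 72hpf and is not given as a result.

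The motor neuron transcription factor list fell from 48hpf to 72hpf (camera FDR 0.0169, median −1.10), with 7 of 16 tested genes called over all genes (6 lower and mafba higher) and 10 adjusted over the list alone (8 lower and 2 higher). It fell further to 6dpf (camera FDR 0.0315, median −0.62), although its 1 call over all genes, isl2b, was higher at 6dpf. Of 5 calls adjusted over the list alone 4 were lower and 1 was higher. The synaptic vesicle and release list rose from 48hpf to 72hpf (camera FDR 3.5e-04, median 1.002), with 7 of 15 genes called over all genes and 8 adjusted over the list alone. The rise of this list to 6dpf (camera FDR 0.0186, median 0.21) had no called gene by edgeR's test over all genes or adjusted over the list alone. Its median turned negative when 72hpf replicate 1 (−0.0260), 72hpf replicate 2 (−0.0331) or 6dpf replicate 2 (−0.459) was left out. The axon growth list fell from 48hpf to 72hpf (camera FDR 0.00135, median −1.003), with 3 of 15 genes called over all genes, all lower, and 10 adjusted over the list alone (9 lower and 1 higher). The axon guidance receptor list did not pass in any interval, although 6 of its 23 tested genes were called from 28hpf to 48hpf and 6 from 48hpf to 72hpf. Adjusted over the list alone there were 7 in each of those intervals. Median and mean had opposite signs for axon guidance receptors (0.34 and −0.09), transcription factors (0.23 and −0.02) and axon growth (0.08 and −0.01) from 28hpf to 48hpf, and for the cholinergic list from 72hpf to 6dpf (0.09 and −0.30). None of these 4 tests passed.

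The listed genes with the largest changes were few per list. From 28hpf to 48hpf epha4a changed by −2.08 (edgeR FDR 2.2e-04), stmn1a by −2.71 (edgeR FDR 9.5e-06), hoxb1a by −2.92 (edgeR FDR 6.6e-04) and tbx2b by 1.69 (edgeR FDR 0.00325). The call of hoxb1a was lost with the marker gate and with DESeq2. That of tbx2b was lost at the lower resolution and without 28hpf replicate 1 (1.88), 28hpf replicate 2 (1.49) or 48hpf replicate 2 (1.22). The smaller rises of nrp1b, sypb and sv2a, at 1.41, 1.31 and 1.24, were lost under between 7 and 12 alternatives each. From 48hpf to 72hpf tbx2b changed by −1.76 (edgeR FDR 0.00272), robo3 by −1.81 and met by −1.76 (edgeR FDRs 0.00609 and 0.00280), and tmsb by −2.28 and tuba1a by −1.70 (edgeR FDRs 7.6e-04 and 0.00917). The call of tuba1a was lost under 5 alternatives, those of robo3, met and tbx2b under 2, 1 and 1, and that of tmsb under none. Without 48hpf replicate 2 tbx2b (−1.34), robo3 (−1.40) and tuba1a (−1.34) lost theirs, and without 72hpf replicate 1 tuba1a (−1.43). Over the same interval vamp1, sv2a, cplx2l and sypa rose by between 1.44 and 1.87, calls lost under 5 to 7 alternatives each, and mafba, epha3, slc10a4 and slc5a7a by 1.81, 1.47, 1.38 and 1.22. The last 4 changed sign both with the marker gate and over all cells. Their calls were lost under 6, 2, 1 and 7 further alternatives in that order. The members gfra3, cxcr4b and nkx6.1 were called as well but lead clusters of the class. The fall of marcksl1a by 1.31 was lost under 16 of 22 alternatives. From 72hpf to 6dpf isl2b was called (2.51, edgeR FDR 0.0299), with 225 scaled CPM in 6dpf replicate 1 and 14.2 in replicate 2. Without replicate 1 its change was −0.52.

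Hox genes mark the rostrocaudal level of hindbrain neurons and were used to ask whether cells of different levels differed. Within the class the group 5 genes hoxb5a, hoxc5a and hoxa5a were higher at 48hpf than at 28hpf by log2 fold changes of 2.90, 2.24 and 1.49 (edgeR FDRs 3.1e-06, 3.5e-05 and 0.00377), while hoxb5b was not (0.53, edgeR FDR 0.509). They fell again to 72hpf, where hoxb5a, hoxb5b and hoxa5a passed at −1.34, −1.56 and −1.67 (edgeR FDRs 0.0201, 0.0125 and 0.00400) and hoxc5a did not (−0.92, edgeR FDR 0.108). Of these calls that of hoxa5a at 48hpf was lost under 5 alternatives, among them without 28hpf replicate 2 (0.90) and 48hpf replicate 1 (1.39). At 72hpf hoxb5a, hoxb5b and hoxa5a lost theirs under 8, 6 and 2. For hoxb5a and hoxb5b these included leaving out 48hpf replicate 1 (−1.38 and −1.59), 48hpf replicate 2 (−1.41 and −1.60), 72hpf replicate 1 (−1.17 and −1.51) or 72hpf replicate 2 (−1.01 and −1.14). For the rostral genes, hoxa2b fell by 2.90 from 28hpf to 48hpf (edgeR FDR 3.1e-05), a call lost over all cells and with DESeq2, and hoxb2a did not pass in any interval. The cluster makeup of the class changed over these ages, since cluster 40 at 48hpf is led by hoxc6b.

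After thinning to 2000 UMIs per cell, which left out 84, 243, 173 and 20 cells of the class at the 4 ages in order, the caudal gate held 19.8% ± 2.27 of the class at 28hpf (SD, n = 2) and 40.0% ± 1.76 at 48hpf (n = 2). It held 24.7% ± 14.9 at 72hpf (n = 3) and 27.0% ± 11.7 at 6dpf (n = 2). The 72hpf libraries were at 40.0% on 2 of 5 cells (95% interval 5.27% to 85.3%), 10.3% and 23.8%. Unthinned, at median depths between 1780 and 7952 UMIs per library, the means were 26.3%, 39.5%, 26.8% and 30.5%. In the background cells, thinning left out 46, 41, 1674 and 24 cells. The thinned share there was 27.3% in 28hpf replicate 2 (6 of 22 cells, 95% interval 10.7% to 50.2%), and no background cell of 28hpf replicate 1 was deep enough. It was 12.3% and 7.55% at 48hpf, 15.6%, 8.65% and 10.8% at 72hpf, and 2.04% and 2.63% at 6dpf, with unthinned median depths of the background between 1377 and 10698 UMIs. The class at 28hpf could thus not be told from background. At 48hpf both libraries of the class, at 38.8% (95% interval 33.4% to 44.3%) and 41.2% (33.9% to 48.9%), were above it. So were 72hpf replicate 3, at 23.8% (18.9% to 29.2%), and 6dpf replicate 1, at 35.3% (14.2% to 61.7%). In the other libraries of 72hpf and 6dpf the intervals of class and background overlapped. Across ages the caudal share did not differ by more than the spread between libraries (exact permutation test, p = 0.414 before and after adjustment over the 3 gates).

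The r4 gate held 2.42% ± 0.666 of the thinned class at 28hpf (SD, n = 2), 0.439% ± 0.179 at 48hpf (n = 2) and 0.118% ± 0.205 at 72hpf (n = 3). At 6dpf it held 0 of 17 and 0 of 16 cells, which allows up to 17.6% and 18.8%. Unthinned shares were 5.57%, 0.716%, 0% and 0%. No thinned background cell was in this gate, of 22 at 28hpf, which allows up to 13.6%. The difference across ages had an exact permutation p of 0.0183, and 0.0548 after adjustment over the 3 gates. The adjusted value was 0.0238 without thinning, 0.0429 with the marker gate and 0.667 with at least 2 UMIs, all by the same exact permutation test. The rostral gate held 4.62%, 3.48%, 2.10% and 6.07% of the thinned class against 1.92% to 9.09% of the background cells by library, a level read as background. Its unthinned means were 2.18%, 2.25%, 1.16% and 1.72%, and its exact permutation p across ages was 0.252 after adjustment.

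**Figure D3:**
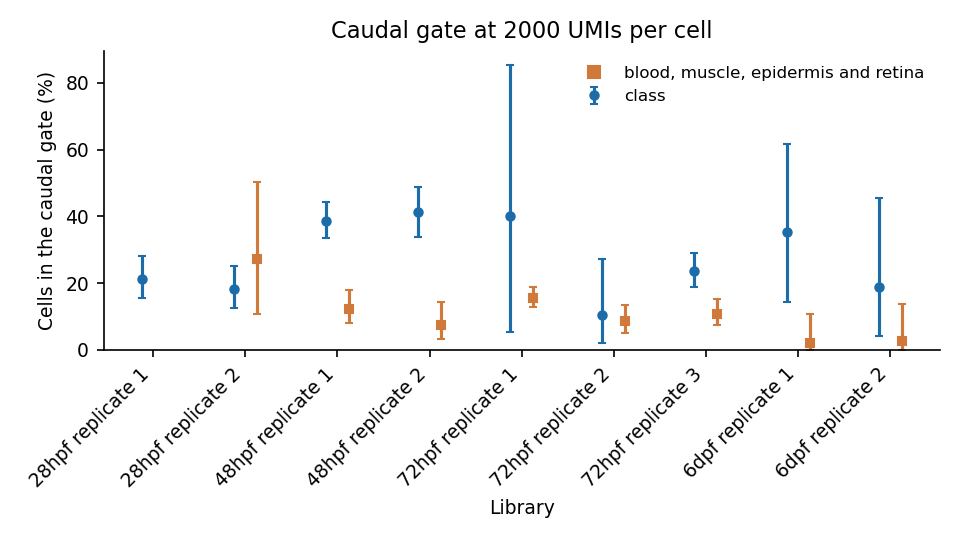
Share of cells in the caudal gate (percent) after thinning to 2000 UMIs per cell, for the class and for background cells of each library, with exact 95% binomial intervals as bars. The class at 48hpf, at 38.8% and 41.2%, lies above the background at 12.3% and 7.55%, and the intervals of the class and the background overlap in 28hpf replicate 2, in 72hpf replicates 1 and 2 and in 6dpf replicate 2.

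The planned gene tests between gates could not be fitted. No library had 20 cells in both arms of any pair of gates, and the most cells in the smaller arm were 13 for caudal against r4, 14 for caudal against rostral and 5 for r4 against rostral. With the marker gate in place of the class, the caudal and r4 gates could be compared in 2 libraries at 28hpf, where 52 of 15885 genes were called by edgeR's quasi-likelihood test (25 higher and 27 lower in the caudal gate). Caudal and rostral gates could be compared in 3 libraries with 0 calls of 14109 by the same edgeR test, although 814 genes had an unadjusted p under 0.05. No other tool was run on those comparisons.

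In their place, the caudal gate was compared with all cells of the class that had no group 5 UMI, a comparison chosen after the cell numbers had been seen. It used 5 libraries with 20 cells or more in both arms, both at 28hpf, both at 48hpf and 72hpf replicate 3. The caudal cells were deeper in all 5, with medians of 11225 against 5805 UMIs in 28hpf replicate 1 and 6078 against 1993 in 48hpf replicate 1. Of 8452 genes, 1220 were called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (530 higher and 690 lower in the caudal gate). Without the library block there were 0 calls by edgeR, with 532 genes at an unadjusted p under 0.05, and DESeq2 with the block gave 712. With the marker gate, in 7 libraries, there were 0 calls by edgeR and 2752 genes at an unadjusted p under 0.05. Thinned cells gave 502 calls, of which 399 were among the 1220 with the same sign, on 3667 genes that could still be tested. The count was 509 without 48hpf replicate 1 and 582 without 48hpf replicate 2. The 5 libraries of the class drew the gate from different clusters, since the caudal gate held 28.3% and 23.9% of clusters 23 and 28 at 28hpf, 6.02%, 54.9% and 82.4% of clusters 7, 18 and 40 at 48hpf and 25.8% of cluster 29 at 72hpf.

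Among these genes 481 rises and 584 falls were eligible for naming. They had the same sign in every library and a mean of at least 20 CPM in the higher arm. The largest rise was dhrs3b (ENSDARG00000044803), at 126 ± 114 CPM in the caudal gate and 9.28 ± 4.35 in the other cells (SD, n = 5), a log2 fold change of 3.33 (SE 0.42, edgeR FDR 0.00156). It was followed by ndnf (ENSDARG00000062936; 1.88, SE 0.29), slc6a5 (ENSDARG00000067964; 1.76, SE 0.23) and cenpf (ENSDARG00000055133; 1.63, SE 0.32), with edgeR FDRs of 0.00288, 0.00200 and 0.00696. Of the inhibitory-neuron genes tested beside slc6a5, which encodes a glycine transporter, all 7 were higher in the caudal gate and 3 were called. The falls were qrfpr4 (ENSDARG00000092652; −2.83, SE 0.42) and the col19a1 feature ENSDARG00000076163 (−2.68, SE 0.38), with edgeR FDRs of 0.00275 and 0.00236. The rule also selected ptgir and npffr1l2, which lead clusters of the class and are not given as results. All 8 genes were lost without the block and with the marker gate. None of the 6 genes given here had enough counts to be tested after thinning.

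**Figure D4:**
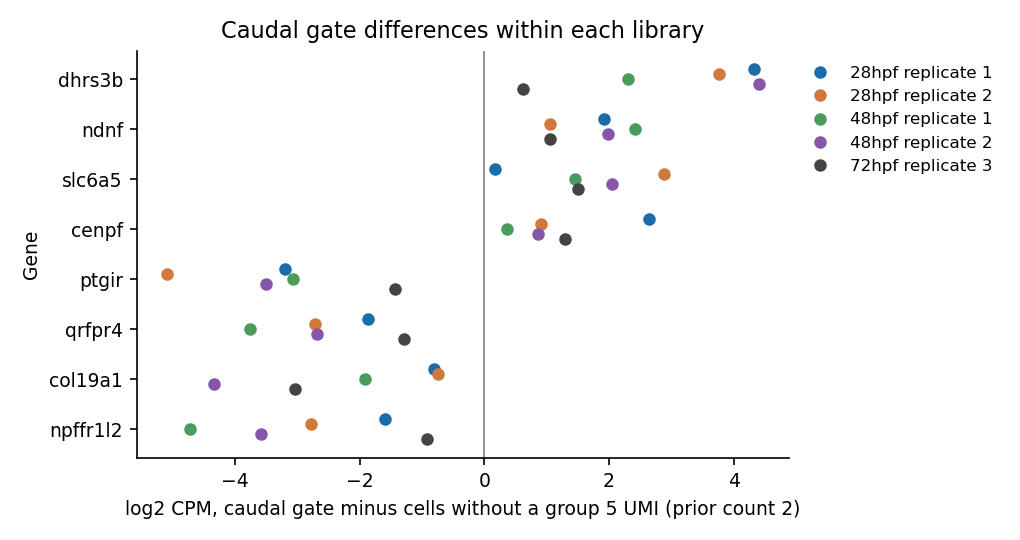
Difference in log2 CPM between the caudal gate and the class cells without a group 5 UMI, with a point per library (5 libraries) for each of the 8 genes that met the naming rule. Every gene has the same sign in 5 of 5 libraries; ptgir and npffr1l2 lead clusters of the class and are drawn only because the rule selected them.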

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

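Of the tests below, the weighing of the 28hpf cluster with very high UMI counts and the test of kaede at like depth from 48hpf on were chosen only after their results were seen, as was the comparison behind the difference between ages, which replaced planned gate comparisons that could not be fitted.

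The difference between the caudal gate and the other cells of the class was itself different between 28hpf, 48hpf and 72hpf for 108 of 8452 genes (edgeR gate-by-age interaction, Benjamini-Hochberg FDR under 0.05). Refits gave 94 genes with RLE size factors on the same genes, 335 of 21470 with no low-count filter, 70 of 8300 at 2000 UMIs or more and 100 of 3667 after thinning, of which 42 were shared with the 108. At 72hpf 1 library entered, so the spread at that age was taken from the other ages. How many of the 108 genes rest on that library was not tested. The gene with the smallest FDR was cntn5 (1.8e-04), named after its values had been seen. It was lower in the caudal gate by −3.97 and −3.87 on the log2 scale in the 48hpf libraries, against 0.08 and −0.32 at 28hpf and 0.09 at 72hpf. Different clusters make up the class at each age, and a candidate explanation for cntn5 is that cluster 7 at 48hpf, of which 6.02% was in the caudal gate, supplied most of the other arm. Within cluster 18, which has both kinds of cell, the mean difference was −0.1848 where the whole class gave −3.92. That goes with the cluster explanation, but on 5 and 7 UMIs in replicate 1 and 5 and 1 in replicate 2, with differences of −1.49 and 1.12. For the other genes the cluster explanation was not tested, and a true change with age stays open.

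Outside the class, 2701 cells had at least 10 kaede UMIs, 1779 of them at 28hpf, 607 at 48hpf, 293 at 72hpf and 22 at 6dpf. They are outside the class and so outside the comparisons of ages within it, except in alternatives that took other cells (all cells, the marker gate, other clustering resolutions or the high-UMI cluster). Of all of them 1637 were in unnamed clusters. A technical explanation is free kaede RNA taken up in the droplets of deep cells, which would reach the background cell types of the same library and depth as often. At 48hpf and 72hpf the other cells outside the class had at least 10 kaede UMIs more often than background types at like depth. These other cells included unnamed clusters, with 213 such cells at 48hpf and 69 at 72hpf, so not all are known to be other cell types. The odds ratio was 3.806 (95% interval 2.34 to 6.18). It was over 1 in the 4 libraries that gave it (1.97 to 6.23), and in 72hpf replicate 1 the counts were 53 of 16849 and 0 of 2205 cells. The interval of 72hpf replicate 2 took in 1 (0.577 to 6.69). That argues against free RNA as the whole cause at these ages. At 6dpf background types had them more often, with an odds ratio of 0.0929 (0.0332 to 0.260) on 16 and 6 cells, and free RNA stays open there. This test took the place of an earlier one, a kaede CPM over 5 times the background level, which 695 of 922 such cells passed from 48hpf on, but which choosing cells for 10 kaede UMIs could give by itself. At 28hpf 1.012% of the cells were over 5 times the background level, but there the background itself stood at 9625 CPM on 68 muscle-like cells, above the median of 4721 CPM of the cells in question. By the outcome written beforehand this would go with free RNA, and it was set aside as undecided once the background had been seen. Muscle-like cells in a Kaede sort may carry kaede of their own, so at 28hpf the explanation cannot be told apart from kaede made by these cells. The sort selected Kaede-positive cells and isl1 is used by other neurons, so kaede in other cell types remains an untested biological explanation.

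At 28hpf, 346 of these cells were in a cluster of 413 cells with a median of 56835 UMIs and markers of the class. Mixtures of class cells with other cells could have given it. Kaede and 5 transcription factor markers stood at a median of 33.585% of their CPM in the class, with kaede at 23.9%, tbx20 at 29.2%, isl1 at 32.3%, isl2a at 34.9%, phox2bb at 39.5% and phox2a at 42.1%. A dilution by a like factor goes with mixtures. Depth was weighed only for the class cells of such mixtures, not for their partner cells, so it cannot decide on pairs. At that percentage a median cell of the cluster would take 19088 UMIs from class cells, a depth that 15.09% of the class exceeded at 28hpf, and 6.77% of the cluster had been called doublets. Mixtures thus cannot be told apart from deep cells with a lower level of these genes. Large or young cells with more RNA of other genes were not tested as an alternative.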

How the results depend on the processing

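The alternatives at a lower and a higher clustering resolution for gene counts, the high-UMI cluster kept, and the whole comparison of the caudal gate with cells without a group 5 UMI were chosen only after the data had been seen. The markers, gates, gene lists, naming rule and the kinds of all other alternatives were fixed before the data were examined. The numbers of the clustering resolutions and of the thinning to 2000 UMIs per cell were set afterwards. Except where a cause is named, the cause of a change was not tested.

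The count of genes from 28hpf to 48hpf, 1983, became 3096 with the marker gate, 5106 over all cells, 59 with thinned counts, 1292 at the lower and 3620 at the higher resolution, 4234 with the high-UMI cluster kept, 797 with DESeq2 and 3487 in a fit to the libraries of the 2 ages. Leaving out single libraries gave 886 to 2538. From 48hpf to 72hpf, 1709 became 1054 with the marker gate, 3392 over all cells, 177 with thinned counts and 938 with DESeq2, and single libraries left out gave 479 to 1938. From 72hpf to 6dpf, 147 became 648 with the marker gate, 4905 over all cells, 9 with thinned counts, 66 with DESeq2 and 58 in the fit to 2 ages, with 49 to 208 when single libraries were left out. Across the 4 ages, 5347 became 8121 with the marker gate, 13301 over all cells, 370 with thinned counts and 3345 with DESeq2, with 3686 to 5679 for single libraries left out. Thinning to 24323 UMIs per library left 617 genes to test, which by itself lowers the count. RLE factors, no low-count filter, 2000 UMIs per cell and kept doublet calls stayed within 1.5 times of each count. Where an age kept 1 library, that library was assumed to vary like the others.

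For the share of the class across ages (p = 0.145), the exact permutation p was 0.0246 with the marker gate and 0.0460 with the high-UMI cluster kept, and single libraries left out gave 0.0286 to 0.405. The adjusted exact permutation p of the caudal share was 0.0190 with the marker gate (0.210 to 0.693 for single libraries left out). For the r4 share it was 0.0238 unthinned and 0.0429 with the marker gate (0.05 to 0.171), and for the rostral share 0.0452 with the marker gate (0.141 to 0.379). Other alternatives of these 4 results kept their side of 0.05.

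Of the 15 list tests 7 passed. By fry 0 passed and in camera with an estimated correlation 0, with 4 and 1 at an unadjusted p under 0.05, where 5 to 8 passed under the other alternatives, which is also the range for single libraries left out. The cholinergic median from 48hpf to 72hpf turned to −0.156 with the marker gate. The synaptic median from 72hpf to 6dpf turned to −0.0260, −0.0331 and −0.459 without 72hpf replicate 1, 72hpf replicate 2 and 6dpf replicate 2, in a range of −0.459 to 0.647 over single libraries left out.

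Kaede, the genes of the naming rule, and the called list members, markers and Hox genes that were named were followed through every alternative that gave them a value. From 28hpf to 48hpf, 488 of 565 recomputed values for 27 genes kept their direction and side of the threshold, 68 lost the call and 8, all of kaede, gained it, and kaede turned to 0.30 with the high-UMI cluster kept. From 48hpf to 72hpf, 540 of 663 for 31 genes held, 115 lost the call and 8 reversed. Those were slc10a4 (−0.27 with the marker gate, −0.37 over all cells), slc5a7a (−0.12, −0.15), mafba (−0.45, −0.26) and epha3 (−0.00618, −0.11). From 72hpf to 6dpf, 178 of 199 for 10 genes held, 18 lost the call and isl2b reversed with the marker gate (−1.89), over all cells (−3.25) and without 6dpf replicate 1, in a range of −0.52 to 3.37 over single libraries left out. For the caudal gate 78 of 94 for 8 genes held and 16 lost the call.

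The planned gate comparisons had 0 libraries to fit. With the marker gate there were 2 for caudal against r4 and 3 for caudal against rostral. Their other alternatives, and the planned interaction of gate and age, were not run. The added caudal comparison, with 1220 calls, gave 0 without the replicate block and 0 with the marker gate by edgeR (532 and 2752 genes at an unadjusted p under 0.05), 709 at 2000 UMIs per cell, 502 after thinning and 712 with DESeq2. Single libraries left out gave 509 to 1320. Its interaction with age, 108 genes, gave 335 with no low-count filter and 70 at 2000 UMIs per cell, and was not refitted without single libraries or with DESeq2.

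Replicate numbers were also fitted as a block. Deviations of same-numbered libraries correlated between −0.119 and 0.198 over 6 pairs of ages, so the numbers gave no pairing. The block gave 2435, 1704 and 147 genes for the 3 intervals, of which 1979, 1078 and 58 were shared with the 1983, 1709 and 147 called without it. It gave 5389 across ages, 4782 of them shared, and 7 passing lists. The part of the calls that was higher went from 55.0% to 38.7% from 48hpf to 72hpf and from 76.2% to 51.0% from 72hpf to 6dpf. RLE factors gave 84.3% in the last interval.

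Depth limits the 6dpf values most. With 313372 UMIs in the class, a gene at 0 there may lie at up to 3 UMIs, which is why the collagen falls are bounds such as 14.7-fold. In 72hpf replicate 1 the class had 12 cells, and without it 53 genes were called from 72hpf to 6dpf.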

Other observations

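The tests of the kaede fall, of single libraries for collagen and hand2, of the low share in 72hpf replicate 1 and of the depth and splits of the caudal comparison were chosen only after those results were seen, and the others had their expected outcomes written before.

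Kaede fell within the class from 28hpf to 6dpf by −7.01 on the log2 scale (scaled CPM plus 1). A lower share of motor neurons in the class would lower the other class markers alike. Their median change was 0.1058, but they went both ways, from −2.71 for phox2bb to 4.78 for slc10a4, and 10 of 10 changed less than kaede. The class was named at each age by these same markers, so they cannot decide whether that share changed. A lower share thus stays open. For a difference in depth, every library was thinned to the smallest, and the fall from 48hpf to 72hpf was then −2.309 (edgeR FDR 2.6e-06). Random thinning of summed counts leaves the expected CPM of so abundant a transcript as it was, and depth per cell stayed unequal. This test thus cannot decide whether depth played a part. The software version of the 6dpf matrices differed and cannot be separated from that age, but it was the same over the fall from 48hpf to 72hpf. A true decline of the transgene's transcript with age may explain the pattern and remains a hypothesis.

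The heat-shock gene hsp70l was higher in the class than in the other cells at 28hpf and 48hpf, by 3.08 on the log2 scale and in 4 of 4 libraries (2.38 to 3.66). A general stress response stronger in the class than in the other cells would raise other stress genes too. The median over 14 heat-shock and immediate-early genes was −0.8773, with hsp70.1 at 1.96 and hsp90aa1.2 at 1.103 the 2 genes raised by more than 1. This argues against a general response stronger in the class and leaves open one limited to those genes. A response shared by all sorted cells would cancel in this ratio, so the test cannot decide on it.

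The collagen genes seen at 72hpf may be free RNA from other cells. Over replicates 2 and 3 the class held them at a median of 6.971% of their level in the other cells, with 24 other non-neural markers at a median of 3.16% (0% to 21.9%). In replicate 1, left out for its 12 cells of the class, they stood at 13.98% to 37.9%, with the other markers at 0% to 50.1%. The same explanation is argued against for hand2, held at 270.819% of its level elsewhere over replicates 2 and 3. By library this was 323% in replicate 2 and 115% in replicate 3, where the highest other non-neural marker reached 21.7% and 53.6%, and 84.6% on 2 UMIs in replicate 1. For ttn.2 at 48hpf, RNA from muscle cells would bring the abundant muscle transcripts along. Yet ttn.2 made up 28.7744% of the UMIs of 7 muscle transcripts in the class (162 beside 401 of the other 6) and 0.290% in 115 muscle-like cells of the same age, which argues against that source. Expression of hand2 and ttn.2 by cells of the class, or by unrecognized cells among them, remains open.

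In 72hpf replicate 1, the library with the most barcodes and the lowest median depth, the class share was low. Shallow barcodes in the denominator did not account for it, since the share was 0.0711% among barcodes of at least 2000 UMIs, against 1.25% and 4.32% in the other 72hpf libraries. Class cells placed in clusters left out of it cannot be excluded, since both together came to 1.0489% there and to 2.33% and 6.07% in the other libraries, which are themselves far apart. The low share also depended on how the class was made. The per-cell marker gate held 20.1% of the cells of replicate 1, the most of the 3 libraries (10.1% and 17.2% in the others). With barcodes of at least 500 UMIs added, and the added ones placed by that gate, the share was 1.21%. Clustering at low depth thus stays open as a cause, as does a difference between the samples.

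Cells of the caudal gate were deeper than the cells they were compared with, and depth might create calls. After all cells were thinned to 2000 UMIs, 399 of the 1220 genes were called again with the same sign, out of 3667 genes that could still be tested, which argues against depth as the whole cause. For the 6 named genes, dhrs3b, ndnf, slc6a5, cenpf, qrfpr4 and col19a1, thinning left too few counts to test it. Of the 16 ways to assign the arms within the 5 libraries, 1 gave as many calls, the real one, and the most in any other was 0. The smallest share that 16 ways allow is 0.0625, so chance cannot be excluded by that count at 0.05. The gate was tied to cluster membership at 48hpf, so the calls may reflect clusters of the class as much as rostrocaudal level. The rise of slc6a5 in the caudal gate is in line with inhibitory interneurons among those cells. The other 7 inhibitory markers had a median log2 fold change of 0.6619, and slc32a1 (1.28), lhx1a (1.52) and lhx5 (1.11) were called at edgeR FDRs of 0.0103, 0.00585 and 0.0221.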
